A study of Mus musculus with 8 samples. Its data were reported in "Activity-dependent modulation of synapse-regulating genes in astrocytes" (2021).

How the data were processed

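Nuclei of the mouse visual cortex (VC) at postnatal day 14 (P14) were profiled by droplet-based single nucleus RNA sequencing. Per the labels, tissue was dissected and frozen, nuclei were released and stained for NeuN, a protein of neuronal nuclei, and the NeuN-negative nuclei were collected by fluorescence-activated sorting before barcoding with the 10x Chromium kit. The 8 samples went through library preparation and sequencing as 1 batch. There were 8 libraries in 4 groups of 2, and each library pooled the VC of 2 mice of the same genotype and sex, 1 library being male and 1 female in each group. The groups were VGlut2 WT (floxed without cre), VGlut2 cKO (floxed with a RORα-driven cre), Ip3r2 WT and Ip3r2 KO. Groups and sex were taken from the labels, and the model, genotype and sex written beside each nucleus matched the labels in 8 of 8 libraries. The libraries of a group came from different mice, so the spread between them holds animal and technical variation, and also sex and the day of processing. Each group had 1 library of each sex, and the study processed 1 WT and 1 mutant sample per day.

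The submitters' processing notes name Cell Ranger and the mm10 genome build. By the study's methods, the authors discarded barcodes with few detected genes and removed doublets with Scrublet in each sample. They then combined all samples, corrected for batch with Scanorama and clustered with the Leiden method in Scanpy. The clusters were named from marker genes, and the astrocytes were clustered again into layer groups. The lowest number of genes in any nucleus of the table was 200. The input here was the authors' table of nuclei after these steps, with 1 line per nucleus. It gives the library, the class, coordinates in the authors' embeddings, the number of UMIs, the number of detected genes and the mitochondrial share. The UMIs and genes per nucleus are counts as deposited, with no normalization. The mitochondrial value was deposited under a header that reads percent, but it is a fraction of the UMIs of the nucleus: multiplied by the UMI count it gave a whole number within 0.001 in 44021 of 44021 nuclei. The genes behind it are not given in the sources used here. Expression values per gene were not analysed here, so neither Slc17a6 nor Itpr2, the deleted genes, could be looked at in each library, and the items of every comparison are cell classes.

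The table holds 20 class names. The 4 astrocyte groups were joined into 1 class for comparisons over all nuclei, which left 17 classes. The table names 2 of the 4 groups Upper-Astro-1 and Upper-Astro-2. Their numbers of nuclei in the VGlut2 libraries are those the study gives for its upper and mid astrocytes, and they are called upper and mid here. No class was renamed. Since genes were not analysed, whether marker genes support each name was not examined here.

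Nuclei were tallied by class and library. The share of a class was turned into the log2 odds of (nuclei + 0.5) / (all nuclei of the library + 1), and compared between groups with limma (version 3.58.1, R version 4.3.3): 1 mean per group, all 8 libraries in the fit so that the groups shared 1 estimate of the spread, and Benjamini-Hochberg adjustment over the classes with a threshold of 0.05. A log2 difference of a share is therefore a difference in log2 odds. The same model was used for the 4 astrocyte groups as shares of the astrocytes of a library and for 8 ratios within lineages. UMIs and genes per nucleus were compared as log2 of the library median in the 15 classes with at least 20 nuclei in every library. All tests were two-sided. With 2 libraries against 2, no exact permutation test can give a p below 0.333, which is why a model with a pooled spread was used. The female libraries were compared with the male ones in a model with group and sex, and by exact sign patterns within groups. In that fit of class shares, and in the fits of UMIs and genes, limma gave every class the same standard error. An interval there is not the spread of the class itself. Library depths of the 2 models were compared by exact permutation of 4 libraries against 4, for which the smallest two-sided p is 0.0286. Classes of the same libraries were compared by exact sign flips of 8 differences, for which the smallest two-sided p is 0.00781. Intervals for the share in a single library are Wilson 95% binomial intervals and cover counting error only.

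The limma comparisons of shares, UMIs and genes, the exact sign patterns for sex, the alternatives and the rule for naming classes were fixed before the data were examined. The exact permutation of library depths and class-group shares between the models and the exact sign flips between classes were chosen after the data were seen. Astrocytes, oligodendrocyte precursor cells (OPCs) and microglia are given in each comparison, with any class past the threshold and the 3 classes with the largest difference among those with at least 20 nuclei in every library. The class groups were also fixed: astrocyte lineage, oligodendrocyte lineage, microglia and macrophages, vascular and leptomeningeal cells, and neuron-like nuclei. The alternatives were an arcsine transformation, nuclei with at least 500 genes (1529 of 44021 nuclei fall below), sex as a covariate, the same-sex WT and mutant library as a block, edgeR (version 4.0.16) quasi-likelihood tests on the tallied counts with and without TMM factors, glia only, classes with at least 20 nuclei in every library, only the 4 libraries of the model, another summary of UMIs, a minimum of 50 nuclei, and leaving out each library in turn. A test with nuclei as replicates was added after seeing the data. Further limma fits, of each measure and of the mitochondrial share for the comparisons not fixed in advance, were also made after seeing the data and are not reported as findings. They called 12 of 15 classes for UMIs and 9 of 15 for genes between the control libraries of the models, 1 class for UMIs, 1 for genes and 2 for the mitochondrial share between the sexes, and 0 elsewhere. Classes of a library share its depth, so these counts are not separate observations. Alternatives were run for some of these fits, the counts for depth turned on single libraries, and these fits were then left out of the comparison of alternatives. Depth of the models is therefore tested per library. Thinning of UMIs to a common depth was not possible from counts per nucleus alone, so genes per nucleus stand beside UMIs.

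The scripts were tested on simulated libraries. For class shares, normal noise with the residual SD of each class was drawn independently for each class and library. This SD holds any effect of sex or day, but shifts shared between classes were not kept. Counting noise was then added, although the SD already holds it, so recovery of rare classes may be understated. With 1 of 17 classes changed in the VGlut2 cKO libraries, a change of 1.5-fold in odds was recovered in 4.5% of 200 runs. The figures were 19% for 2-fold, 67.5% for 3-fold and 83.5% for 4-fold. For the Ip3r2 KO libraries the figures were 5%, 29%, 66.5% and 80%. With no change, 0.471% and 0.618% of the classes were called in the VGlut2 and Ip3r2 comparisons. For UMIs per nucleus over 15 classes, the real residuals of whole libraries were redrawn with random sign. A 1.5-fold change in 1 class was recovered in 63% of the runs for VGlut2 and 56.5% for Ip3r2. A 2-fold change was recovered in 96% for each, and with no change 3.33% and 3.6% of the classes were called. Nuclei per library ranged from 4767 to 5920, so counting error was small for abundant classes, and the spread between libraries set the precision. Class counts of any pair of libraries differed by more than sampling noise (chi-square per degree of freedom of at least 3.15 over 28 pairs), so no library was treated as a copy of another. Tables and figures were made with Python 3, pandas, numpy, scipy, scikit-learn and matplotlib.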

Results

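Glial and other NeuN-negative nuclei of the P14 mouse VC were counted by class in 2 models of lowered activity. In the VGlut2 model, the vesicular glutamate transporter of thalamic neurons is deleted, which the study takes to stop their glutamate release onto the cortex. In the Ip3r2 model, mice lack the type 2 IP3 receptor, the channel through which astrocytes release calcium from internal stores. Each model had 2 WT and 2 mutant libraries, 1 male and 1 female of each, and each library held pooled tissue of 2 mice. The table held 44021 nuclei, 22781 in the VGlut2 model and 21240 in the Ip3r2 model. Libraries held 4767 to 5920 nuclei and 8824112 to 12948023 UMIs. The median nucleus had 1343 to 2242 UMIs and 819.5 to 1214 detected genes, depending on the library. Over all nuclei the mean was 1977 ± 1069 UMIs and 1075 ± 380 genes, and over the astrocytes 2290 ± 814 UMIs and 1161 ± 311 genes (SD over nuclei).

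Astrocytes, microglia and OPCs made up most of the nuclei. Astrocytes, which enwrap synapses and take up glutamate, were 26.1% ± 2.71 of the nuclei of a library (SD, n = 8 libraries). Microglia, the resident immune cells, were 24.7% ± 3.46, and OPCs, the dividing precursors of myelin-forming cells, were 19.0% ± 1.58. Newly formed oligodendrocytes (NFOL) were 6.29% ± 0.477, while the later stages were rare at this age: mature oligodendrocytes (MOL) were 2.36% ± 0.776 and myelin-forming oligodendrocytes (MFOL) 0.720% ± 0.203. Vascular and leptomeningeal cells comprised endothelial cells (EC, 2.43% ± 0.605), pericytes (PC, 1.66% ± 0.290) and 3 classes of vascular and leptomeningeal cells (VLMC), of which VLMC-Col15a1 was the most frequent at 5.56% ± 1.27. Perivascular macrophages (PVM) were 2.07% ± 0.394. Mitotic astrocytes, microglia and OPCs were each about a hundredth of the nuclei (0.965% ± 0.224, 1.01% ± 0.189 and 0.80% ± 0.252). Nuclei with a neuronal signature, which the NeuN gate is meant to remove, were 1.80% ± 0.560 for the inhibitory class (NeuronLike-Gad1) and 0.385% ± 0.100 for the excitatory class (NeuronLike-Slc17a6).

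**Figure D1:**
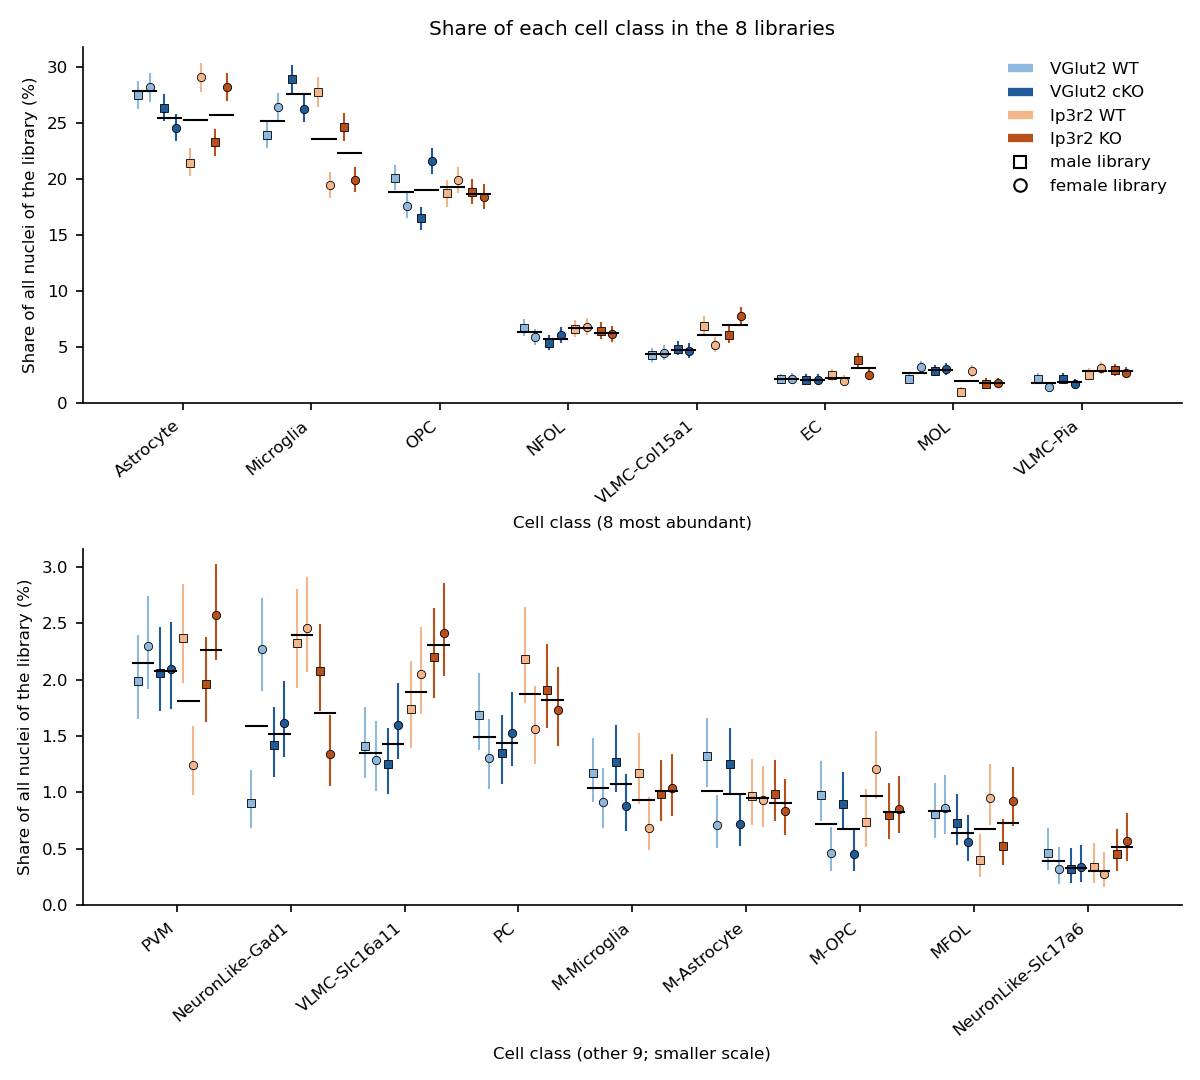
Share of each of the 17 cell classes among all nuclei of a library (percent) in the 8 libraries, with squares for male and circles for female libraries, thin bars for Wilson 95% binomial intervals, which cover counting error only, and black lines for group means (n = 2). Male and female libraries of 1 group often lie further apart than WT and mutant means, as for microglia in Ip3r2 WT (27.8% and 19.5%).

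The first question was whether deletion of this transporter in thalamic neurons changes which cells are present. In VGlut2 cKO mice, astrocytes were 25.5% ± 1.26 of the nuclei against 27.9% ± 0.491 in WT (SD, n = 2 libraries each), lower in both sexes. Microglia were 27.7% ± 1.86 against 25.2% ± 1.74, and that difference came from the male libraries (29.0% against 24.0%), since the female ones were nearly equal (26.3% against 26.4%). OPCs had close means, 19.1% ± 3.60 in cKO and 18.9% ± 1.78 in WT, over opposite differences in males (16.5% against 20.2%) and females (21.6% against 17.6%). MOL, the most mature stage, were 2.98% ± 0.0869 against 2.70% ± 0.752. By class group, the astrocyte lineage took 26.5% ± 1.63 of the nuclei in cKO and 28.9% ± 0.0572 in WT, microglia and macrophages 30.8% ± 2.11 and 28.4% ± 1.77, the oligodendrocyte lineage 29.1% ± 3.74 and 29.5% ± 1.95, vascular and leptomeningeal cells 11.7% ± 0.147 and 11.2% ± 0.747, and neuron-like nuclei 1.85% ± 0.151 and 1.98% ± 0.862.

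No class passed the limma test between VGlut2 cKO and WT. Of 17 classes 0 were past the threshold, 0 had an unadjusted p under 0.05, and the lowest adjusted p was 0.980; edgeR also called 0. The log2 difference was -0.18 (95% interval -0.82 to 0.47) for astrocytes, 0.18 (-0.49 to 0.85) for microglia, 0.01 (-0.60 to 0.62) for OPCs and 0.18 (-0.73 to 1.08) for MOL, and over all classes it ran from -0.38 to 0.18. None of the members of the 5 class groups passed, and 5 of 17 classes moved the same way in both sexes. The intervals reach from 1.49-fold to 1.88-fold around the estimates on the odds scale, and in simulated libraries a 2-fold change of 1 class was found in 19% of the runs, so changes of that size in single classes could go unseen.

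Loss of IP3 receptor type 2 was asked the same question. Astrocytes were 25.8% ± 3.48 of the nuclei in Ip3r2 KO and 25.3% ± 5.39 in WT (n = 2 libraries each), microglia 22.3% ± 3.34 and 23.6% ± 5.88, and OPCs 18.7% ± 0.301 and 19.3% ± 0.831. For astrocytes and microglia the sexes differed more than the genotypes: astrocytes were 21.5% in the male WT library (Wilson 95% interval 20.4 to 22.7) and 29.1% in the female one (27.9 to 30.4). EC, which line the vessels, were 3.19% ± 0.947 in KO and 2.26% ± 0.331 in WT, higher in both sexes (3.86% against 2.50% in males, 2.52% against 2.03% in females). NeuronLike-Gad1 nuclei were 1.71% ± 0.520 against 2.39% ± 0.0903, lower in both sexes. PVM were 2.27% ± 0.428 against 1.81% ± 0.795, with a higher share in KO females (2.57% against 1.25%) and a lower one in KO males (1.96% against 2.37%). By class group, vascular and leptomeningeal cells took 17.1% ± 0.0892 in KO and 14.97% ± 1.38 in WT, the astrocyte lineage 26.7% ± 3.38 and 26.3% ± 5.36, microglia and macrophages 25.6% ± 2.88 and 26.4% ± 7.02, the oligodendrocyte lineage 28.3% ± 0.150 and 29.7% ± 2.98, and neuron-like nuclei 2.22% ± 0.437 and 2.70% ± 0.0504.

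Between Ip3r2 KO and WT, 0 of 17 classes passed in limma (lowest adjusted p 0.519), and edgeR called 0. The log2 difference was 0.48 (95% interval -0.16 to 1.12) for EC, -0.53 (-1.40 to 0.34) for NeuronLike-Gad1, 0.39 (-0.34 to 1.12) for PVM, 0.04 (-0.60 to 0.69) for astrocytes, -0.09 (-0.77 to 0.58) for microglia and -0.06 (-0.67 to 0.55) for OPCs. The 1 class at an unadjusted p under 0.05 was NeuronLike-Slc17a6, named after its values were seen, with 57 nuclei in KO and 31 in WT and a log2 difference of 0.72 (0.08 to 1.36). None of the members of the 5 class groups passed the adjusted threshold.

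**Figure D2:**
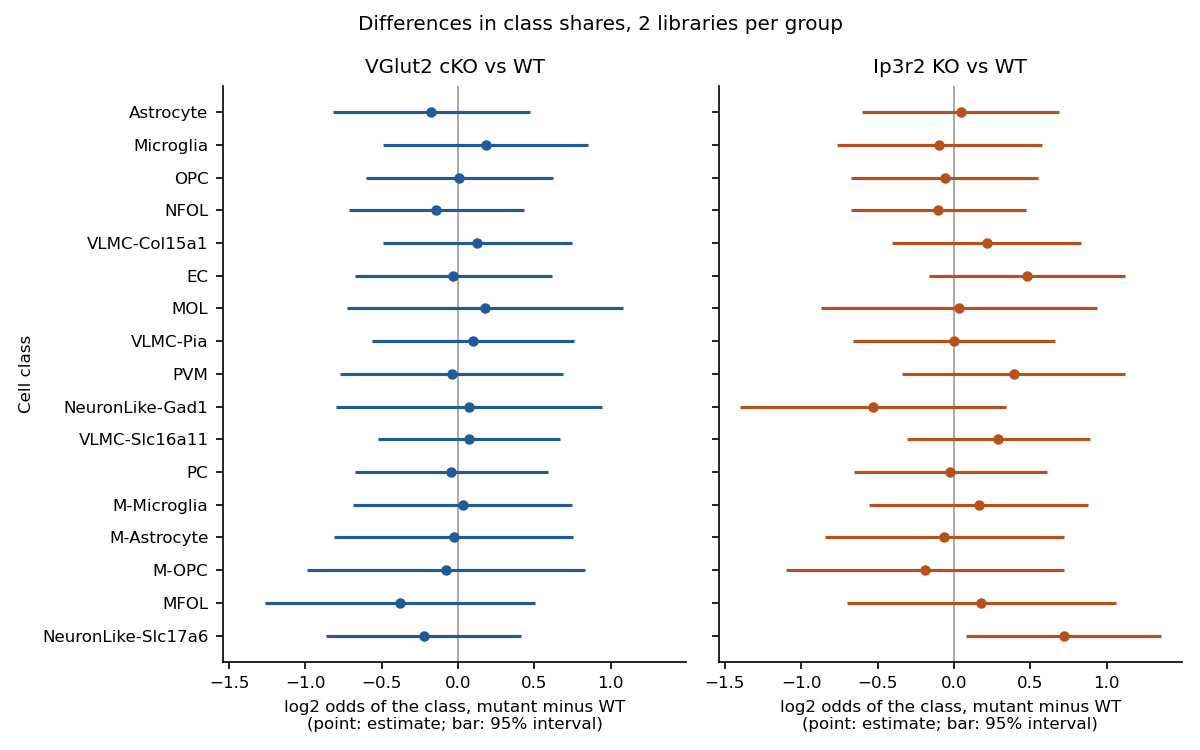
Difference in the log2 odds of each cell class between mutant and WT libraries, with points for the limma estimate and bars for its 95% interval, VGlut2 at left and Ip3r2 at right (2 libraries per group). The estimates run from -0.38 to 0.18 in the VGlut2 model and from -0.53 to 0.72 in the Ip3r2 model, and 0 of 17 classes passed the adjusted threshold in either.

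The difference between the models was tested itself. For astrocytes the VGlut2 difference minus the Ip3r2 difference was -0.22 on the log2 scale (95% interval -1.13 to 0.69), for microglia 0.28 (-0.67 to 1.22), for OPCs 0.07 (-0.80 to 0.93), for EC -0.51 (-1.42 to 0.40), for PVM -0.43 (-1.46 to 0.60) and for NeuronLike-Gad1 0.60 (-0.63 to 1.84). The limma test of this difference called 0 of 17 classes (lowest adjusted p 0.712, 1 class at an unadjusted p under 0.05), and edgeR called 0.

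Astrocytes of the VC fall into layer groups, and the next comparison asked whether activity shifts their proportions. Over the 8 libraries mid and upper astrocytes were the larger groups and deep and white matter (WM) astrocytes the smaller ones. In the VGlut2 model the groups had near-equal means in cKO and WT: upper 35.7% ± 7.57 against 35.6% ± 7.62 of the astrocytes, mid 39.7% ± 11.8 against 41.5% ± 7.64, deep 15.6% ± 3.65 against 14.1% ± 0.123 and WM 9.03% ± 0.535 against 8.76% ± 0.141 (SD, n = 2). In these libraries the upper share differed between the sexes rather than the genotypes, at 41.0% in both male libraries and 30.2% and 30.3% in the female WT and cKO libraries. With 1 pair per sex, sex may coincide with the day of processing. In Ip3r2 WT the order of the sexes was reversed (28.5% in the male and 49.1% in the female library), while in Ip3r2 KO it was not (35.3% and 26.3%). Of the 4 groups 0 passed in limma (lowest adjusted p 0.994, 0 at an unadjusted p under 0.05), with a log2 difference of 0.00 (95% interval -1.10 to 1.11) for upper and 0.15 (-0.94 to 1.23) for deep astrocytes. The main fit had no term for sex or the same-sex pair, so these intervals include the gap between the sexes.

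In the Ip3r2 model upper astrocytes were 30.8% ± 6.39 of the astrocytes in KO and 38.8% ± 14.6 in WT, and mid astrocytes 41.7% ± 10.4 and 32.4% ± 2.14 (n = 2). Upper astrocytes were at 26.3% in the female KO library (Wilson 95% interval 24.2 to 28.5) and 49.1% in the female WT library (46.6 to 51.5), but in males the order was the other way, 35.3% in KO (32.8 to 38.0) and 28.5% in WT (25.8 to 31.3). Deep astrocytes were 17.5% ± 2.49 in KO and 18.8% ± 9.92 in WT, and WM astrocytes 10.0% ± 1.49 and 9.94% ± 2.49. In limma 0 of 4 groups passed (lowest adjusted p 0.725, 0 at an unadjusted p under 0.05), with a log2 difference of -0.49 (95% interval -1.59 to 0.62) for upper and 0.56 (-0.52 to 1.64) for mid astrocytes.

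**Figure D3:**
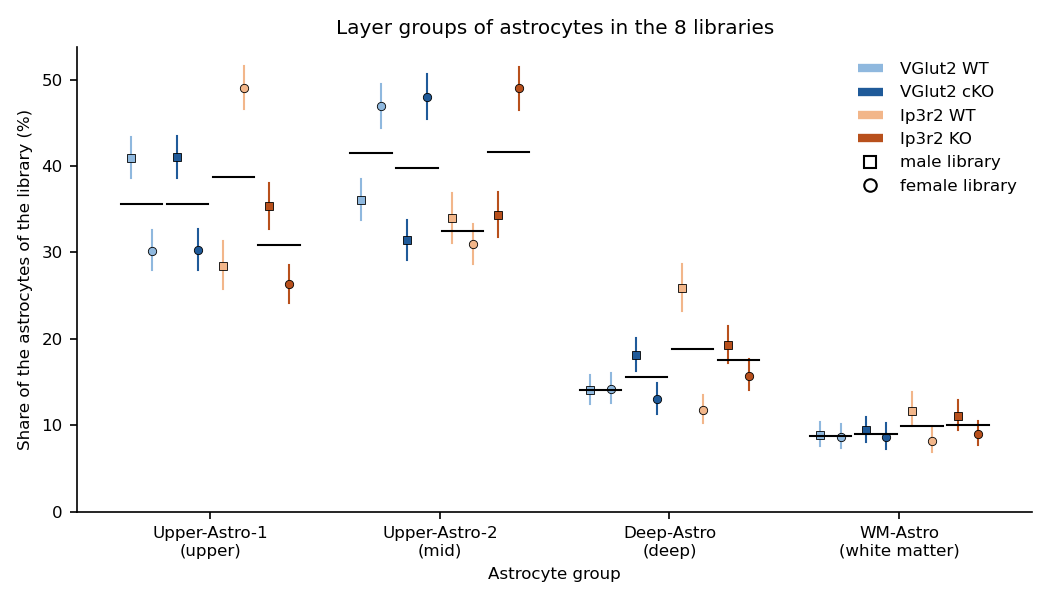
Share of the 4 layer groups among the astrocytes of a library (percent), with squares for male and circles for female libraries, thin bars for Wilson 95% binomial intervals (counting error only) and black lines for group means (n = 2). The upper share is 41.0% in both male VGlut2 libraries, and in the Ip3r2 model it is 49.1% in the female WT library and 26.3% in the female KO library.

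Ratios within lineages described proliferation and maturation. Mitotic nuclei were 3.68% ± 1.18 of astrocytes in VGlut2 cKO and 3.52% ± 1.51 in WT, 3.61% ± 2.17 and 3.61% ± 1.45 of OPCs, and 3.71% ± 0.676 and 3.99% ± 0.921 of microglia (SD, n = 2). Cells committed to the oligodendrocyte fate were 32.4% ± 2.63 of their lineage in cKO and 33.6% ± 2.88 in WT, and MFOL with MOL were 38.6% ± 2.13 and 35.7% ± 7.28 of the committed cells. In Ip3r2 KO and WT, mitotic nuclei were 3.46% ± 0.818 and 3.70% ± 0.848 of astrocytes, 4.25% ± 0.261 and 4.74% ± 1.38 of OPCs, and 4.38% ± 0.781 and 3.73% ± 0.454 of microglia. Committed cells were 31.1% ± 0.557 and 31.4% ± 2.95 of the oligodendrocyte lineage. EC were 63.1% ± 5.40 and 54.9% ± 2.20 of EC and PC. NeuronLike-Gad1 nuclei were 76.1% ± 8.43 of the neuron-like nuclei in Ip3r2 KO and 88.6% ± 1.69 in WT, with a log2 difference of -1.23 (95% interval -2.53 to 0.06).

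For these ratios limma called 0 of 8 in the VGlut2 model (lowest adjusted p 0.967) and 0 of 8 in the Ip3r2 model (0.478), and in each 0 had an unadjusted p under 0.05. The NeuronLike-Gad1 ratio in the Ip3r2 model passed when either VGlut2 WT library was left out of the shared estimate of the spread (adjusted p 0.0388 in limma with replicate 1, the male, or replicate 2, the female, left out), with no change in its own log2 difference of -1.23.

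UMIs per nucleus measure the RNA recovered from each nucleus. In VGlut2 cKO and WT the library median was 2049 ± 465 and 1909.5 UMIs (1860.0 in the male and 1959 in the female WT library) in astrocytes, 943 ± 207 and 869 ± 84.9 in microglia, and 1903 ± 301 and 1824.5 ± 58.7 in OPCs (SD, n = 2). The larger differences were in VLMC-Pia (2468 ± 295 and 2155 ± 134), mitotic astrocytes (1624 ± 368 and 1420.0 ± 137) and PC (1029.5 ± 173 and 914.5 ± 67.2). The cKO medians hid opposite sexes: against the WT library of the same sex, UMIs were lower in 11 of 15 classes in the male cKO library and higher in 15 of 15 in the female one. In Ip3r2 KO and WT the medians were 2540 ± 253 and 2496 ± 144 in astrocytes, 1174 ± 104 and 1171.5 ± 14.8 in microglia and 2455 ± 124 and 2457 ± 2.47 in OPCs. PC had 1292.5 ± 127 against 1475.5 ± 36.1, mitotic OPCs 3333 ± 182 against 3110.0 ± 22.6, and NeuronLike-Gad1 nuclei 1859 ± 120 against 1740.0 ± 11.3. Here the male KO library had more UMIs than its WT counterpart in 14 of 15 classes and the female KO library fewer in 11 of 15.

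UMIs differed in 0 of 15 classes in limma in the VGlut2 model (lowest adjusted p 0.960) and in 0 of 15 in the Ip3r2 model (1.0), with 0 at an unadjusted p under 0.05 in each. The VGlut2 differences turned on which cKO library was kept. Without VGlut2 cKO replicate 1, the male library, the log2 difference was 0.32 for astrocytes and 0.33 for microglia. Without VGlut2 cKO replicate 2, the female library, it was -0.59 for NeuronLike-Gad1. Each of these fits sets 1 cKO library of 1 sex against WT libraries of both sexes. Genotype cannot be told apart there from sex or from the depth of that library, which all its classes share.

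Genes per nucleus followed the UMIs. In VGlut2 cKO and WT the library median was 1082 ± 195 and 1028.5 ± 23.3 genes in astrocytes, 692 ± 129 and 646 ± 55.2 in microglia, 1092 ± 161 and 1050.5 ± 47.4 in OPCs (SD, n = 2). The larger differences were in VLMC-Pia (1375 ± 150 and 1222 ± 80.3), PC (670.0 ± 103 and 618 ± 49.5) and mitotic astrocytes (1044 ± 151 and 965 ± 47.7). In Ip3r2 KO and WT it was 1275.5 ± 125 and 1263.5 ± 44.5 in astrocytes, 824 ± 70.7 and 826 ± 17.0 in microglia, 1304 ± 70.7 and 1313 ± 9.90 in OPCs, with the larger differences in PC (827.5 ± 87.0 and 894 ± 51.3), NeuronLike-Gad1 nuclei (1073 ± 55.2 and 1003 ± 5.30) and PVM (919 ± 9.19 and 884 ± 11.3). For genes limma called 0 of 15 classes in the VGlut2 model (lowest adjusted p 0.923) and 0 of 15 in the Ip3r2 model (0.996), with 0 at an unadjusted p under 0.05 in each. Without VGlut2 cKO replicate 2, the female library, the log2 difference of NeuronLike-Gad1 was -0.49, in a fit with 1 male cKO library. Genes detected rise with UMIs, so these values carry the depth of their libraries.

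**Figure D4:**
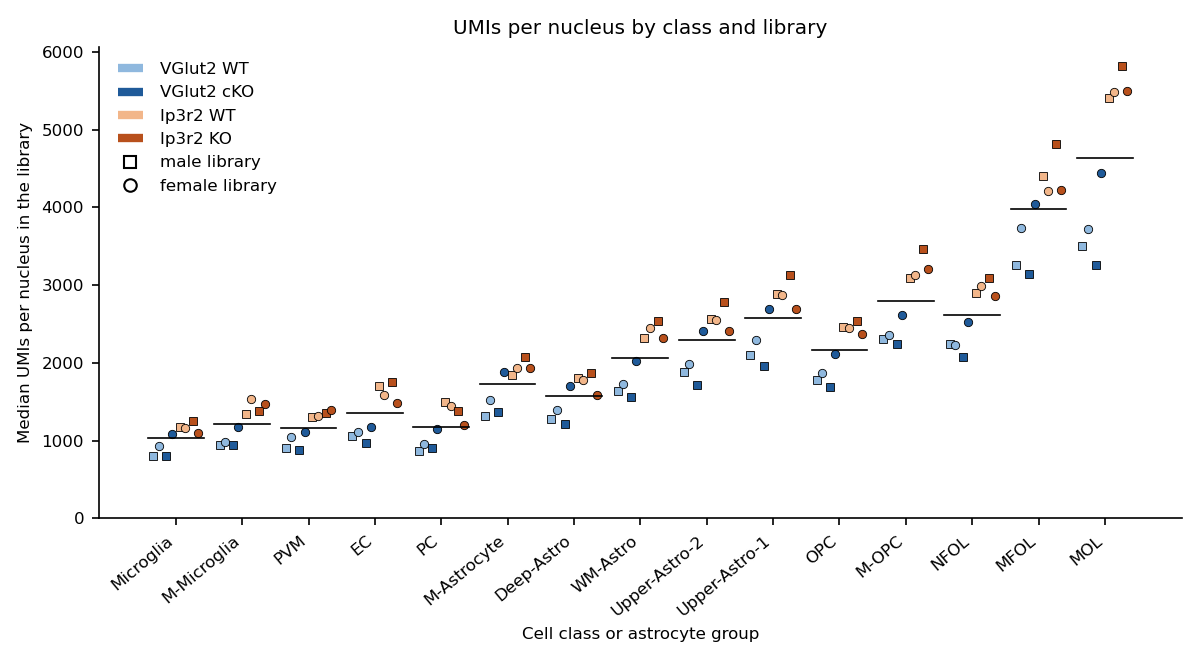
Median UMIs per nucleus in each library by cell class or astrocyte group, with squares for male and circles for female libraries and black lines for the mean of the 8 libraries. Microglia have the fewest UMIs (1039 on average) and MOL the most (4641), and most VGlut2 libraries lie below the Ip3r2 libraries of the same class.

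The control libraries of the 2 models, floxed mice without cre in VGlut2 and WT mice in Ip3r2, were also compared. They differ in mouse line and, as far as the sources used here tell, in day of processing. VLMC-Pia, cells of the membrane over the cortex, were 2.86% ± 0.399 of the nuclei in Ip3r2 WT and 1.84% ± 0.538 in VGlut2 WT, NeuronLike-Gad1 nuclei 2.39% ± 0.0903 and 1.59% ± 0.966, and MOL 1.96% ± 1.28 and 2.70% ± 0.752 (SD, n = 2). Astrocytes were 25.3% ± 5.39 and 27.9% ± 0.491, microglia 23.6% ± 5.88 and 25.2% ± 1.74, and OPCs 19.3% ± 0.831 and 18.9% ± 1.78. The limma test called 0 of 17 classes (lowest adjusted p 0.512, 1 class, VLMC-Pia, at an unadjusted p under 0.05), and edgeR called 0. The log2 difference was 0.68 (95% interval 0.02 to 1.34) for VLMC-Pia, 0.74 (-0.13 to 1.61) for NeuronLike-Gad1 and -0.61 (-1.52 to 0.29) for MOL. Without Ip3r2 WT replicate 2, the female library, the log2 difference of MOL was -1.35. Without VGlut2 WT replicate 2, also female, that of NeuronLike-Gad1 nuclei was 1.41. Each of these fits leaves 1 male library in a control group.

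Library depth was also compared between the models, in tests chosen after the data were seen. The median nucleus of a library had 2077 ± 159 UMIs in the 4 Ip3r2 libraries and 1583 ± 225 in the 4 VGlut2 libraries, a ratio of 1.31, with the lowest Ip3r2 library (1882) just above the highest VGlut2 library (1876; exact permutation test, p = 0.0286, the smallest it can give). For genes the medians were 1162.5 ± 58.9 and 936 ± 110 (exact permutation test, p = 0.0286). Microglia (1173 ± 60.4 and 906 ± 136 UMIs) and OPCs (2456 ± 71.9 and 1864 ± 183) were also separated (exact permutation test, p = 0.0286 each), whereas astrocytes overlapped (2518 ± 170 and 1979 ± 283, exact permutation test, p = 0.0571), and total UMIs per library gave p = 0.0571 in the same test. These tests take the 4 libraries of a model as independent, but they were processed on 2 days, and 2 days against 2 could not give an exact p below 0.333. Processing days were not shared by the models as far as the sources used here tell, so model and day cannot be told apart. Comparisons within a model are not affected by this gap.

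Sex was the remaining factor of the labels. MOL were 2.74% ± 0.639 of the nuclei in female and 1.98% ± 0.782 in male libraries (SD, n = 4), higher in females in 4 of 4 groups. The gap was small in VGlut2 cKO (3.05% in the female and 2.92% in the male library) and Ip3r2 KO (1.80% and 1.76%). It was larger in VGlut2 WT (3.23% and 2.16%) and Ip3r2 WT (2.87% and 1.05%). Mitotic astrocytes were 0.80% ± 0.105 and 1.13% ± 0.183, lower in females in 4 of 4 groups, and mitotic microglia 0.880% ± 0.144 and 1.15% ± 0.119, lower in 3 of 4. For mitotic astrocytes the gap lay mostly in VGlut2 WT (0.709% in the female and 1.32% in the male library) and VGlut2 cKO (0.722% and 1.25%). It was small in Ip3r2 WT (0.930% and 0.965%) and Ip3r2 KO (0.839% and 0.982%). Astrocytes were 27.6% ± 2.00 in female and 24.7% ± 2.77 in male libraries, microglia 23.1% ± 3.85 and 26.4% ± 2.40, and OPCs 19.4% ± 1.75 and 18.6% ± 1.51. The log2 difference, female minus male, was 0.54 (95% interval 0.05 to 1.02) for MOL and -0.49 (-0.98 to -0.01) for mitotic astrocytes. All 17 classes had the same standard error in this fit, so these intervals do not measure the spread of either class itself. Between the sexes 0 of 17 classes passed in limma (lowest adjusted p 0.400, 2 classes at an unadjusted p under 0.05, MOL and mitotic astrocytes), and edgeR called 0. The exact sign-pattern test gave each of these 2 classes the smallest p it allows with 4 groups, which lies above 0.05. The study processed WT and mutant mice together on a day, so within a model sex may coincide with the day of processing.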

Values the study reported

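The study reported 22,781 cells in the VGlut2 condition and 21,240 in the Ip3r2 condition, and it described 17 cell populations. It gave an average of 2310 ± 878 UMIs and 1168 ± 328 detected genes per cell, and named no subset of cells for it. These averages lie above the means over all nuclei given in the Results and near the means over the astrocytes there. For the astrocyte groups of the VGlut2 model it gave 1114 WT and 1065 cKO cells for the upper group, 1289 and 1163 for the mid group, 440 and 466 for the deep group and 273 and 268 for the white matter group.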

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

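Of the tests in this part, only the one with nuclei as replicates was chosen after the results were seen. Alternatives fixed in advance kept the count of classes past the adjusted threshold at its main value of 0 in 176 of 183 cases over 13 results; the 7 others came from leaving out 1 library. On leaving out each library in turn, the count ranged from 0 to 1 for class shares between the control libraries, from 0 to 8 for UMIs per nucleus and from 0 to 1 for genes per nucleus between VGlut2 cKO and WT, and from 0 to 1 for within-lineage shares Ip3r2 KO vs WT. A group left with 1 library is assumed to vary like the other groups. Classes of that library share its depth, so the 8 are not separate observations. The cause of these changes was not tested, except that the Ip3r2 ratio changed only through the shared spread. With the same-sex WT and mutant library as a replicate block the count stayed at 0 in each comparison within or between the models that allows it; the study processed 1 WT and 1 mutant sample per day, but neither it nor the labels state that the partners were of the same sex. The gaps between the sexes in WT and in mutant libraries correlated over the 17 classes with r = 0.54 in the VGlut2 and 0.27 in the Ip3r2 model. The values were 0.74 and 0.03 over the 8 within-lineage ratios, 0.88 and -0.17 over the 4 astrocyte groups, and 0.92 and 0.50 for UMIs over 15 classes. Items of a library are not independent, and such an r leaves out a shift shared by all classes. The 0.92 leans on NeuronLike-Gad1, whose median UMIs in male and female libraries were 1350 and 2411 in VGlut2 WT and 1200.5 and 2749 in cKO. No other class had a gap near that size. Under the block the NeuronLike-Gad1 share of neuron-like nuclei in the Ip3r2 model had an adjusted p of 0.0528, against 0.478 in the main limma fit.

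Treating nuclei as replicates was the setting that moved the counts most in shares. Fisher's exact test on nuclei pooled over the libraries of a group called 2 classes in VGlut2 (astrocytes lower, microglia higher), 4 in Ip3r2 (EC, PVM and VLMC-Col15a1 higher, NeuronLike-Gad1 lower), 2 astrocyte groups in Ip3r2 (upper lower, mid higher) and 3 within-lineage ratios in Ip3r2. These tests leave out the spread between libraries. Within groups, where each pair is 1 male and 1 female library, it was 5.14 to 15.1 times sampling noise (chi-square per degree of freedom). Between the WT and mutant libraries of 1 sex, a gap that also holds genotype, the figure was 3.15 to 6.90. Of 1089 values for single classes under all alternatives, 990 kept their direction and side of the threshold, 19 passed it in the same direction, and 80 changed sign without passing it in either fit, 70 of them on leaving out 1 library. The other 10 were at most 0.18 on the log2 scale in the main fit and at most 0.11 under the alternative. The 1089 values cover only the classes named in each comparison. Several alternatives cannot move the estimate of a comparison within a model, so its direction was fixed in advance there. These are sex as a covariate, the block, a minimum of nuclei, the model's libraries alone and leaving out a library of the other model. Recovery in simulated libraries was low for shares, so their counts of 0 were also likely to stay at 0. Depth limits the rare classes: the excitatory neuron-like class had 15 to 32 nuclei per library and MFOL 19 to 52.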

Other observations

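The tests in this part were chosen after the data were seen, and the result of each was known when its reading was written, except the relation to VLMC-Pia, whose reading was written before the correlation, though not before the shares, had been seen.

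UMIs per nucleus followed maturation in the oligodendrocyte lineage, without a test of whether RNA content or its recovery differed. Within the same libraries the median rose from 2160 ± 342 UMIs per nucleus in OPCs to 2612 ± 395 in NFOL and 3979.5 ± 572 in MFOL (SD, n = 8 libraries), higher at each step in 8 of 8 libraries (exact sign-flip test, adjusted p = 0.00868 for each, over 10 comparisons). MOL reached 4641 ± 1035, above MFOL in 7 of 8 libraries (exact, adjusted p = 0.0156). Mitotic OPCs held 1.29 times the UMIs of OPCs and mitotic microglia 1.17 times those of microglia, each in 8 of 8 libraries, whereas mitotic astrocytes held fewer than the other astrocytes (1735 ± 289 against 2249 ± 360), a ratio of 0.771, in 8 of 8 (exact, adjusted p = 0.00868 for each). Among astrocytes, the order was upper (2581 ± 415), mid (2289 ± 379), WM (2069 ± 387) and deep (1579 ± 255), with each of the last 3 below upper in 8 of 8 libraries (exact, adjusted p = 0.00868). At a matched depth of 1800 to 2200 UMIs, mitotic astrocytes had the most genes of the 7 classes with at least 5 such nuclei in every library (1253 ± 35.1 against 1069.5 ± 18.0 in the other astrocytes and 1127 ± 27.4 in OPCs), above OPCs in 8 of 8 libraries (exact sign-flip test, adjusted p = 0.0117 over 6 comparisons).

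Upper and mid astrocytes were neighbours in the authors' UMAP more than either was with the deep group. Of the 15 nearest astrocytes of an upper nucleus, 67.2% were upper, 28.8% mid and 2.00% deep. These groups were 35.6%, 39.0% and 16.1% of all astrocytes. Of the nearest astrocytes of a deep nucleus, 75.6% were deep. The groups were clustered from the same data as the UMAP, so neighbours of the same group partly restate the clustering. In the VGlut2 model neighbours shared the sex of the library 6.83 percentage points more often than by chance and the genotype 1.08 points more often, while in the Ip3r2 model the figures were 1.28 and 1.41. The remaining split into 2 and 2 libraries, which matches no factor, gave 2.16 and 2.23 points, so only the sex split of the VGlut2 model stood above it. The study describes batch correction of the samples before the UMAP. Such a step can remove differences between libraries, so these figures cannot show how far genotype separates astrocytes. Vascular and leptomeningeal cells took 16.1% ± 1.49 of the nuclei in the Ip3r2 libraries and 11.5% ± 0.515 in the VGlut2 libraries (n = 4 each), with no overlap (exact permutation test, p = 0.0286, adjusted p = 0.143 over 5 class groups), which is the smallest p of 4 libraries against 4, so that 1 separated class group among 5 could not have passed the correction. The 4 libraries of a model came from 2 processing days and are not fully independent.

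The libraries of the female Ip3r2 pair lay far apart in their astrocyte groups. The upper share of upper and mid nuclei was 39.2% in the female VGlut2 WT library and 38.7% in the female VGlut2 cKO library. The female Ip3r2 KO library was near these at 34.9%, so the gap came mostly from the WT library. That library was at 61.3%, which made the KO minus WT difference -26.4 points. A difference in UMIs could produce this, since the upper share rose with UMIs in every library, but weighting both libraries to 1 distribution over 5 UMI bins left -23.2 points (standard error 2.08, counting error only), so depth is not the whole cause. How near to the pia the tissue was cut remains open: over the 8 libraries the upper share rose with the VLMC-Pia share with Pearson r = 0.47 (exact permutation, p = 0.234) and Spearman rho = 0.36 (exact permutation, p = 0.389), and without the 2 libraries farthest from the median r was 0.03. In the female Ip3r2 pair itself the VLMC-Pia share was 3.14% in WT (Wilson 95% interval 2.71 to 3.65) and 2.73% in KO (2.34 to 3.19). It was thus higher in WT, but with overlapping intervals. A loss of Ip3r2 acting alike in both sexes also remains open. The male pair moved the other way, from 45.6% in WT to 50.7% in KO on this measure, and by 6.85 points in the upper share of all astrocytes, where the female pair moved by -22.8 points. With 1 pair per sex the spread of such differences is not known, and the SD of 9.59 points between libraries of a group holds both the difference between the sexes and the pattern itself, so it decides nothing. An effect of Ip3r2 in females alone was not tested.

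The Ip3r2 libraries held more UMIs per nucleus than the VGlut2 libraries, by a ratio of 1.31. Fewer nuclei sharing the same reads could raise UMIs by a ratio of 1.07 only. A different mix of classes does not account for it either, since the median difference within classes was 0.44 on the log2 scale against 0.40 between the library medians, and 14 of 15 classes were higher in the Ip3r2 libraries. Reads per library, processing day and the mouse line of each model stay open. Day and mouse line cannot be told apart in this design, and no biological explanation was tested.

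Mitochondrial UMIs were an unusually even share of each nucleus, 3.96% ± 0.781 over 44021 nuclei (SD over nuclei), and 0 nuclei had none. Free RNA at a constant amount per droplet would make the share fall as UMIs rise, but mitochondrial UMIs rose almost in proportion to all UMIs, with a median slope of 0.93 on log scales over 17 classes (0.83 to 0.98). A gene set other than transcripts of the mitochondrial genome, such as nuclear genes of mitochondrial proteins, may be what was counted: the variance between nuclei was a median of 1.80 times binomial counting noise (1.30 to 2.80 over classes). That value alone cannot decide it, since the genes behind the share were not analysed here. MFOL had the lowest share (2.78%) and mitotic astrocytes the highest (4.37%).

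For the comparison of the sexes, the 8 libraries allow 8 balanced splits with 1 library of each group on either side, too few for a share under 0.05. The real split called 0 classes and the highest of the others called 0, and with a real count of 0 a comparison of splits carries no information.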
